A study of Mus musculus with 7 samples. Its data were reported in "Chromatin profiling identifies chondrocyte-specific Sox9 enhancers important for skeletal development" (2024).

How the data were processed

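H3K27ac and H3K4me2 ChIP-Seq peak lists from mouse primary chondrocytes, dermal fibroblasts and chondrocytes of WT and E160Δ/Δ E308Δ/Δ mice were used as the authors deposited them. Per the study's methods, reads were cleaned with fastp, mapped to mm9 with Bowtie2, and peaks were called with MACS2 at its default q-value with input reads as control. Peaks were called per library and replicates were not pooled. The lists differ from that description in several ways. Chondrocyte H3K27ac replicate 1, chondrocyte H3K4me2 and fibroblast H3K27ac are in a short format with a position, a name and a score, as earlier MACS releases write it, and are called the score-only lists here. Chondrocyte replicate 2, WT and the deletion list are in the narrowPeak format of MACS2. The lowest −log10 q deposited was 1.33 in replicate 2, 2.05 in WT and 2.01 in the deletion list, so that the last 2 were cut at a q-value near 0.01. Peak names refer to an input control only in WT and the deletion list.

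The unit of the score is given by the caller: in the score-only lists the authors' score starts at 50.0, and in the narrowPeak lists the deposited score is 10 times the −log10 q of the peak. The narrowPeak lists also hold the deposited fold enrichment over the local background, −log10 p and −log10 q at the summit. Scores are not comparable between lists and were used only to rank or filter peaks within a list. The numbering of peaks had 0 gaps in each list. The depth of the libraries is unknown, since the lists give no read numbers. An input library belonged to the series and was not analysed here.

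The build of each list was checked against the promoters of 18089 protein-coding genes with a position in both the GENCODE vM1 annotation of mm9 (22350 protein-coding genes) and RefSeq genes of GRCm38, matched by symbol, with the strand of the former. Replicate 2 was on GRCm38 and the other 5 lists on mm9. No coordinate was converted between builds. The planned comparison of replicates by coordinate was replaced by a comparison of promoters, and coordinate comparisons of chondrocytes with other lists used replicate 1 alone.

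Peaks on chromosomes 1 to 19 and X were compared, with an overlap of at least 1 bp counted as shared. A promoter was marked when a peak reached within 1 kb of the TSS. Shares are given with exact binomial (Clopper-Pearson) 95% intervals, which treat peaks as independent and cover counting error only. Chance overlap was taken from 100 circular shifts of the second list along each chromosome. No statistical test between groups was run, because no group had more than 2 libraries. The Sox9 window ran from 1.5 Mb to 5 kb upstream of the TSS by peak midpoint, and shares in it were placed among 10000 random windows of the same length holding within 25% of the same number of peaks. The loss expected from the score used the WT peaks outside the window with the nearest scores, at least 500 for each peak with ties kept. Overlap counts were checked against bedtools 2.31.1. On simulated lists made from 25580 replicate 1 peaks with 60.3% planted as shared, 60.7% were found shared. Planted peaks were shifted slightly and all were found, so the excess was unplanted peaks overlapped by a shifted neighbour. From 33369 WT peaks, 59.8% were planted and 59.8% were found. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

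Before the data were examined, alternatives were fixed as 50% reciprocal overlap, the higher-scoring 50% of each list, equal numbers of top peaks, merging of peaks under 1 kb apart, every sequence name, a window of 1.0 Mb, a distance of 2 kb to the enhancers, and replacement of the chondrocyte replicates by the WT library. Promoter windows of 500 bp and 2 kb, the promoter comparison of chondrocytes with fibroblasts, the overlap of replicate positions taken as they stand and the highest-scoring 10% of the WT list were added after the data were seen. The regions named were fixed in advance as the Sox9 promoter, E160, E308, the other candidate regions, the regions described as stronger in the deletion and the testis enhancers, and at most 3 highest-scoring peaks without a partner per comparison. A list of 14 chondrocyte marker genes was written before its promoters were looked up.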

Results

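ChIP-Seq maps of active histone marks were collected in mouse cells to find enhancers of Sox9, the transcription factor that directs chondrocyte differentiation. H3K27ac is an acetylation found at active promoters and enhancers, and H3K4me2 is a methylation found at both. Peak lists were analysed for 6 of the 7 samples. Primary chondrocytes had 2 replicate H3K27ac libraries and 1 H3K4me2 library, and primary dermal fibroblasts, the negative control, had 1 H3K27ac library. A separate pair of chondrocyte H3K27ac libraries came from wild-type (WT) mice and from E160Δ/Δ E308Δ/Δ mice, which lack the enhancers E160 and E308 on both alleles. The seventh sample was an input library, which was not analysed here. Only the chondrocyte H3K27ac group was replicated, so no other comparison has a replicate check and no p-value is given. The lists carry no read numbers, so the depth of each library is unknown.

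The lists held 25597 and 20453 peaks for chondrocyte H3K27ac replicates 1 and 2, 66369 for chondrocyte H3K4me2, 19458 for fibroblast H3K27ac, 33392 for WT H3K27ac and 25230 for E160Δ/Δ E308Δ/Δ H3K27ac. On chromosomes 1 to 19 and X, they covered 30.9, 18.3, 92.2, 22.5, 36.0 and 23.6 Mb in the same order. Replicate 2 carried coordinates of the GRCm38 build and the other 5 lists those of mm9. With GRCm38 gene positions, replicate 2 had a peak within 1 kb of the transcription start site (TSS) of 7791 of 18089 protein-coding genes (43.1%), and with mm9 positions of 1128 (6.24%). Replicate 1 marked 8004 of the same promoters (44.2%) with mm9 positions and 1251 (6.92%) with GRCm38 positions. Replicate 2 was therefore compared with the other lists by promoter or by distance from the Sox9 TSS, and by coordinate only as an alternative that shows the effect of the builds.

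The share of peaks whose midpoint lay within 1 kb of a TSS was 30.6% (95% CI, 30.0–31.1; exact binomial, Clopper-Pearson) in replicate 1 and 35.5% (34.9–36.2) in replicate 2. It was 15.7% (15.4–16.0) for H3K4me2, 40.6% (39.9–41.3) in fibroblasts, 25.5% (25.01–25.95) in WT and 33.7% (33.1–34.3) in E160Δ/Δ E308Δ/Δ chondrocytes. Such positions made up 1.32% of the mm9 chromosomes. These intervals cover counting error only, here and below, and not the spread between animals or libraries.

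The targeted enhancers were examined first, since the deletion library should hold no peak on deleted sequence. In WT chondrocytes, E160 lay under a peak at chromosome 11, 112481609–112483627 (mm9), which is intergenic and 161 kb upstream of the Sox9 TSS. E308 lay under a peak at chromosome 11, 112333989–112335626, also intergenic, with its midpoint at −309 kb from that TSS. Their scores, which are the authors' own values and rank peaks only within one list, were 682 and 405, in the top 17.5% and 26.2% of the WT list. The E160Δ/Δ E308Δ/Δ list held a peak at neither interval, and none within 2 kb of either. Of the 12401 WT peaks without a deletion peak in the genome, E160 had the highest score and E308 the second highest. None of the 533 other WT peaks with the scores nearest to E160 lacked a deletion peak, and neither did any of the 502 nearest to E308.

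Both enhancers also held a peak in the other 3 mm9 lists, those of replicate 1, H3K4me2 and fibroblasts. In chondrocyte replicate 1, E308 ranked in the top 2.68% and E160 in the top 12.1% by score, and for H3K4me2 they ranked in the top 26.1% and 17.6%. Fibroblasts, the negative control, had a peak of 674 bp at E308 and one of 1084 bp at E160, in the top 66.7% and 46.3% of that list. Neither enhancer was therefore chondrocyte specific by the absence of a fibroblast peak, although both ranked higher in chondrocyte replicate 1. With the higher-scoring 50% of each list, the fibroblast peak at E160 stayed and that at E308 left, so that 7 of 10 pairs of enhancer and mm9 list held a peak instead of 8. Chondrocyte replicate 2, placed by distance from the TSS in its own build, had peaks at both, in the top 44.3% and 42.6%.

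**Figure D1:**
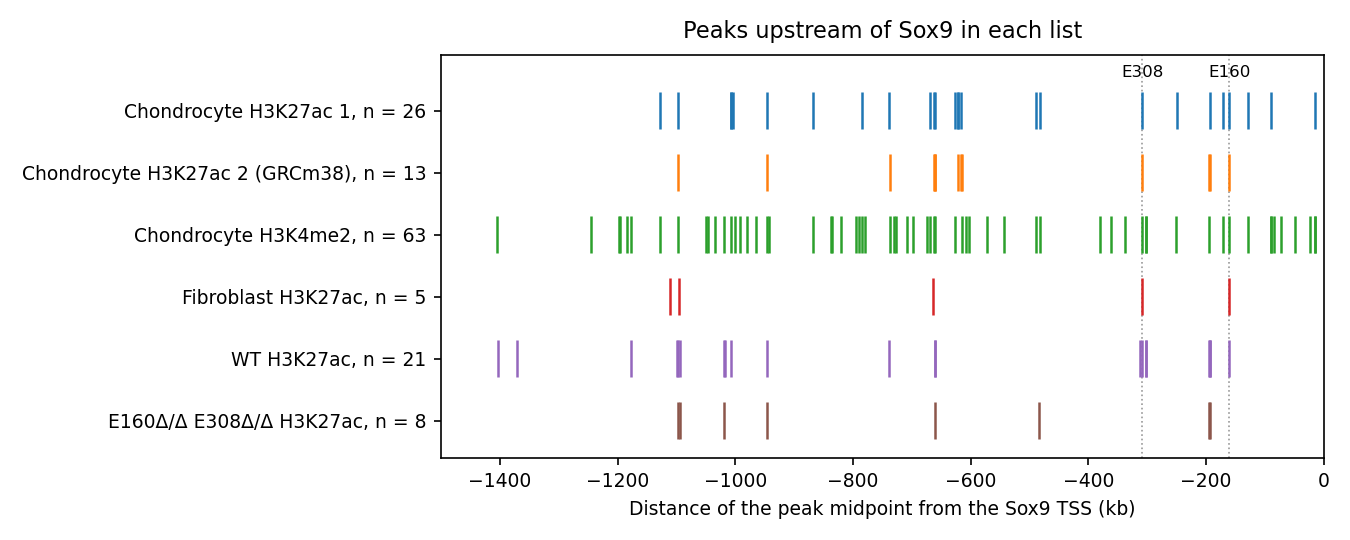
Each vertical line is a peak midpoint, by its distance in kb from the Sox9 TSS, in the window from 1.5 Mb to 5 kb upstream, with 1 row per list and dotted lines at E308 and E160. Peaks stand on both dotted lines in 5 lists and on neither in the E160Δ/Δ E308Δ/Δ list, which has 8 peaks in the window against 21 in WT.

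The replicates of chondrocyte H3K27ac were compared by promoter, as the yardstick for other pairs of lists. Of 8828 promoters marked in either, 6967 were marked in both, or 78.9% (95% CI, 78.1–79.8). These were 87.0% of the promoters of replicate 1, where 43.1% would be shared if marks fell on genes at random. The higher-scoring 50% of each list shared 71.8%, and taking both lists' positions as they stand, across builds, left 6.44% of replicate 1 peaks overlapping. The same measure was 81.4% (80.6–82.2) between replicate 1 and fibroblasts and 77.1% (76.3–78.0) between replicate 2 and fibroblasts. At promoters, the share between the replicates thus lay between the shares of each replicate with the other cell type. The share of marked promoters that were unmarked in fibroblasts was 7.68% ± 1.03 (SD, n = 2) in chondrocytes, from 556 promoters in replicate 1 and 655 in replicate 2, and 299 promoters marked in both replicates were unmarked in fibroblasts. In the other direction, 1148 of 8596 fibroblast promoters were unmarked in replicate 1 and 1460 in replicate 2, or 15.2% ± 2.57 (SD, n = 2).

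The comparison with dermal fibroblasts asked which marks are specific to chondrocytes. Of 25580 replicate 1 peaks, 12344 overlapped no fibroblast peak by 1 bp, or 48.3% (95% CI, 47.6–48.9). Circular shifts of the fibroblast list along each chromosome left 1.76% of replicate 1 peaks with an overlap on average, against 51.7% observed. Requiring 50% reciprocal overlap raised the share without a partner to 67.4%, the furthest any alternative moved it. Against WT chondrocytes, a library of the same mark and cell type, 24.6% (24.1–25.2) of replicate 1 peaks had no partner. In the other direction, 7321 of 19454 fibroblast peaks overlapped no replicate 1 peak, or 37.6% (37.0–38.3). When both lists were limited to the 19454 highest-scoring peaks, the order of the directions turned, with 40.3% of replicate 1 peaks and 43.3% of fibroblast peaks lacking a partner.

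The difference lay mainly away from promoters. Among 8747 replicate 1 peaks that reached within 1 kb of a TSS, 11.2% (10.5–11.8) had no fibroblast peak, and among 16833 distal peaks 67.5% (66.8–68.2) had none. Against WT chondrocytes, the shares were 3.51% (3.13–3.92) at promoters and 35.6% (34.9–36.4) at distal peaks. WT was the longest H3K27ac list. In E160Δ/Δ E308Δ/Δ chondrocytes, whose list was nearer in length to that of fibroblasts, 7.31% (6.77–7.87) of the promoter peaks and 50.03% (49.3–50.8) of the distal peaks were missing. At both places, the share of replicate 1 peaks missing in fibroblasts exceeded the shares missing in WT and deletion chondrocytes, beyond the intervals, with 1 library of each. Starting from WT peaks, this order held at distal peaks only. There 72.2% (71.6–72.7) were missing in fibroblasts and 53.2% (52.6–53.8) in replicate 1, while at promoters 15.6% (14.8–16.3) were missing in fibroblasts and 19.6% (18.8–20.5) in replicate 1.

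**Figure D2:**
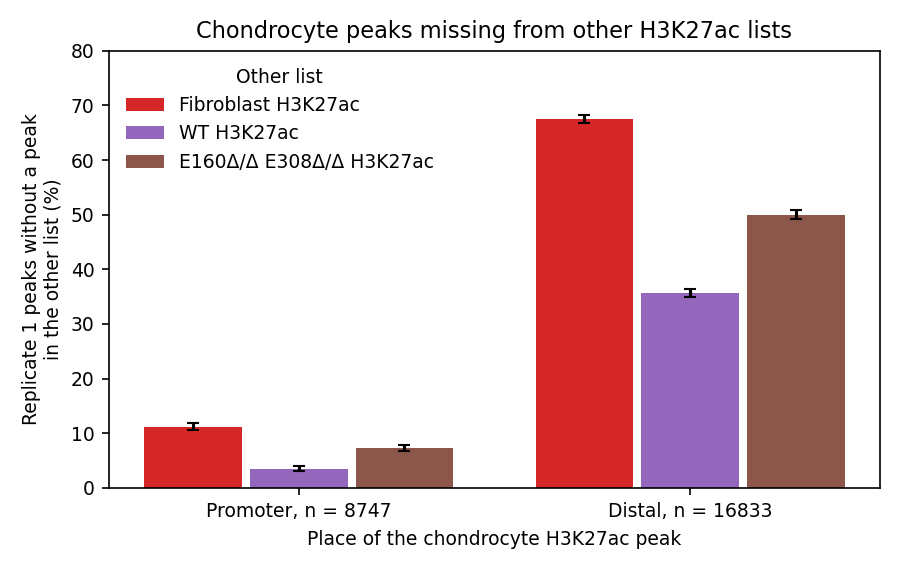
Bars give the share of chondrocyte H3K27ac replicate 1 peaks without a peak in the list named by colour, for 8747 promoter peaks and 16833 distal peaks, with exact binomial 95% intervals as error bars. Fibroblasts lack 67.5% of the distal peaks, the highest bar, and WT chondrocytes 35.6%.

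Many H3K27ac peaks also carried H3K4me2, the second active mark mapped in chondrocytes. Of the replicate 1 H3K27ac peaks, 23067 overlapped an H3K4me2 peak, or 90.2% (89.8–90.5), against 6.47% after circular shifts. The H3K4me2 list was the longest, and with its 25580 highest-scoring peaks alone the share was 56.9%. Reciprocal overlap of 50% gave 42.5%. The peaks with H3K4me2 and without a fibroblast peak numbered 10515, or 41.1% (40.5–41.7) of replicate 1. Equal numbers of peaks from the 3 lists left 2586. Of the 10515 peaks, 9598 were distal (91.3%), and 6031 overlapped a peak of WT chondrocytes, or 57.4% (56.4–58.3).

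The highest-scoring peaks of 1 cell type without a partner in the other were taken from replicate 1, since replicate 2 ranks cannot be joined across builds. The highest was a 275 bp peak at chromosome 9, 3006677–3006951, intergenic and 2.36 kb downstream of the TSS of Gm11168, which WT chondrocytes did not show. The next was 2741 bp wide at chromosome 13, 63240674–63243414, in an intron of 2010111I01Rik. The third was 4594 bp wide at chromosome 14, 80057613–80062206, and reached the TSS of Lect1. Its midpoint lay in an intron, 2.07 kb downstream of that TSS. Both latter peaks overlapped a WT chondrocyte peak. In fibroblasts, the highest was a 251 bp intergenic peak at chromosome X, 139917476–139917726, 35.5 kb upstream of Pak3, and no other mm9 list had a peak there. It was followed by peaks at Tbx18 (chromosome 9, 87623899–87626165) and Epb4.1l3 (chromosome 17, 69505434–69508506). Their midpoints lay in introns, 1.06 and 0.82 kb downstream of the TSS, and both peaks reached the TSS. Both of these overlapped a WT chondrocyte peak, and the one at Epb4.1l3 also a deletion peak, while replicate 2 was not compared there.

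The deletion libraries asked whether other regions change when E160 and E308 are removed. Of 33369 WT peaks, 12401 had no peak in E160Δ/Δ E308Δ/Δ chondrocytes, or 37.2% (95% CI, 36.6–37.7). Of 25213 deletion peaks, 282 had no WT peak, or 1.12% (0.992–1.26). With equal numbers of peaks these shares were 20.4% and 4.61%, and with 50% reciprocal overlap they were 53.0% and 37.7%. The loss followed the score. With the WT list cut into 10 classes of equal size by score, none of 3337 peaks in the highest class lacked a deletion peak, 10.9% (9.84–12.0) did in the fifth, and 92.6% (91.7–93.5) did in the lowest. After E160 and E308, the highest-scoring WT peak without a partner was 310 bp wide at chromosome 11, 78564991–78565300, in the top 31.3%. It spanned the TSS of Fam58b, with its midpoint in a coding exon. It overlapped a peak in replicate 1, H3K4me2 and fibroblasts. The deletion peaks without a WT peak ranked no higher than the top 57.6%. The leading ones, of equal score, lay across the TSS of Gramd4 (chromosome 15, 85888078–85888308), 20.1 kb upstream of Clic4 (chromosome 4, 134848699–134848912) and in an intron of Lrch4 (chromosome 5, 138072223–138072508).

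**Figure D3:**
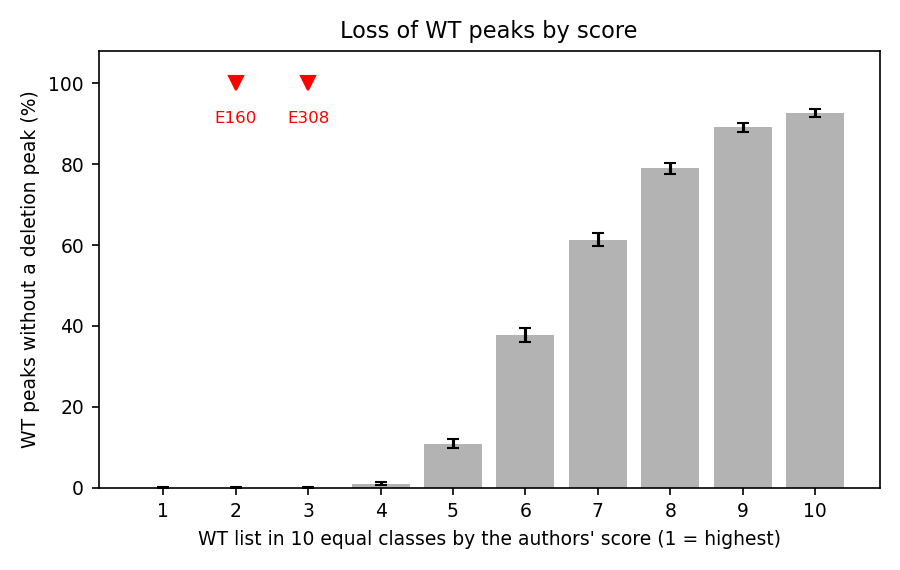
Bars give the share of WT H3K27ac peaks without a peak in E160Δ/Δ E308Δ/Δ chondrocytes for 10 classes of equal size by score, with exact binomial 95% intervals as error bars; red triangles mark the classes that hold E160 and E308, both without a deletion peak. The share rises from 0 of 3337 peaks in the highest class to 92.6% in the lowest.

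Within 1.5 Mb upstream of Sox9, replicate 1 had 26 H3K27ac peaks, replicate 2 had 13, WT had 21, E160Δ/Δ E308Δ/Δ had 8 and fibroblasts had 5, and H3K4me2 had 63 peaks. All 13 peaks of replicate 2 lay within 1 kb of the distance from the TSS of a replicate 1 peak, each in its own build. Of the 26 replicate 1 peaks, 24 had no fibroblast peak, or 92.3% (95% CI, 74.9–99.1), and the exceptions were E160 and E308. Among 10000 random windows of the same length with 19 to 33 replicate 1 peaks, 1.01% had a share as high. Their median was 50%. These windows were not matched for the mix of promoter and distal peaks. In the genome, 11.2% of promoter peaks and 67.5% of distal peaks of replicate 1 had no fibroblast peak. The Sox9 window stopped 5 kb short of the TSS, so a median of 50% may be too low a baseline for it.

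Of the 21 WT peaks in the window, 14 had no deletion peak, or 66.7% (43.0–85.4). Among random windows with 15 to 27 WT peaks, 2.56% had a share as high, and the median was 40.0%. Apart from E160 and E308, 12 of 19 WT peaks were without a partner. WT peaks elsewhere of the same scores would give 13.8 of 19, with 95% of draws between 11 and 17. The loss beyond the 2 deleted enhancers was thus no larger than their scores gave. Of the 8 deletion peaks, 1 had no WT peak, or 12.5% (0.316–52.7), against 1.12% in the genome. Among random windows with 6 to 10 deletion peaks, 5.43% had a share as high, and the median was 0. The peak was 322 bp wide at chromosome 11, 112159907–112160228, 483 kb upstream of Sox9, in the top 99.01% of its list, and replicate 1 had a peak there.

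Regions placed by the study were searched for the nearest peak within 5 kb. The candidate regions and those stronger in the deletion rest at least in part on its ATAC-Seq maps of open chromatin, which were not analysed here. Around −943 kb, WT and E160Δ/Δ E308Δ/Δ chondrocytes each had a peak at −946 kb, in the top 47.0% and 65.3% of their lists. Neither had a peak around −820, −338, −171 or −43 kb, where the regions stronger in the deletion were placed. H3K4me2 peaks were present at 4 of these 5 positions, and replicate 1 had peaks around −943 and −171 kb. Replicate 2 had a peak at −946 kb and none around −171 kb. Around −1093 kb, all 6 lists had a peak within 5 kb, but only in WT and the deletion list was the nearest at −1093 kb. In the other lists the nearest lay from −1097.6 kb in replicate 2 to −1095.1 kb in fibroblasts. The WT peak at −1093 kb overlapped no peak of replicate 1, H3K4me2 or fibroblasts. Only H3K4me2 had a peak around −337 kb, and no list had one around −138 kb. Of the testis enhancers, the one at −565 kb had no peak in any list. Around −14 kb, replicate 1 had a peak at −15.5 kb and H3K4me2 one at −14.6 kb, while replicate 2 had none.

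At the Sox9 promoter (TSS at chromosome 11, 112643538), WT chondrocytes had an 8247 bp peak and E160Δ/Δ E308Δ/Δ chondrocytes a 6611 bp peak, in the top 3.30% and 4.81% of their lists. Replicate 2 and fibroblasts had peaks of 5588 and 1297 bp, and H3K4me2 one of 2713 bp. Replicate 1 had no peak at the Sox9 promoter. Other marker genes were looked up after the lists had been seen. The Acan promoter had a peak in all 5 chondrocyte lists and none in fibroblasts. It ranked in the top 6.23% in replicate 1, 13.2% in replicate 2, 36.1% in WT, 56.6% in the deletion list and 84.4% for H3K4me2. Replicate 1, H3K4me2 and fibroblasts had no peak at the Col2a1 promoter, where replicate 2, WT and the deletion list had peaks. At the promoter of Col1a1, the study's fibroblast marker, the fibroblast list had no peak and all 5 chondrocyte lists had one. It ranked in the top 51.7% in replicate 1, 52.2% in replicate 2, 54.6% for H3K4me2, 4.39% in WT and 12.3% in the deletion list.

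Recovery in these lists differed with the width of the WT peak. Of WT peaks 2 to 5 kb wide, replicate 1 covered 70.5% of the length, H3K4me2 75.1% and fibroblasts 55.9%. Of the 288 WT peaks 5 to 8 kb wide, they covered 61.6%, 57.7% and 49.9%, and of the 80 at least 8 kb wide 28.8%, 21.3% and 21.7%. The deletion list covered 79.3%, 84.4% and 91.8% of the same classes. Replicate 1 had no peak in 28 of the 80 widest WT peaks, or 35.0% (24.7–46.5), and in 7.29% of those 5 to 8 kb wide.

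**Figure D4:**
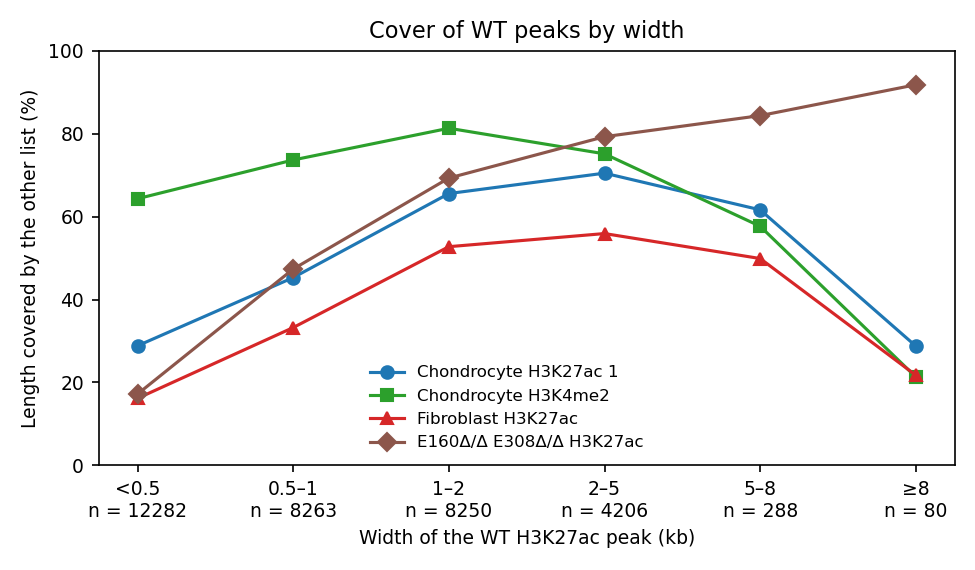
Points give the percentage of the length of WT H3K27ac peaks covered by each other list, by the width of the WT peak in kb, with the number of WT peaks under each class. Cover by replicate 1, H3K4me2 and fibroblasts drops to between 21.3% and 28.8% in the widest class, and cover by the deletion list reaches 91.8%.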

Values the study reported

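The study reported that about 10% (8.2% to 13.7%) of its ATAC-Seq and ChIP-Seq signals lay around promoters, within 1,000 bp, against 1.1% for the genomic background. About 50% of its peaks were placed 50 to 500 kb from a TSS. It placed E308 at chromosome 11, 112,334,364–112,335,294, and E160 at chromosome 11, 112,482,190–112,483,273. It named peaks at –943 kb, –820 kb, –338 kb, –171 kb and –43 kb as stronger in the double-deletion mice than in wild-type mice.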

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

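Both explanations in this part were tested as fixed before their results were seen, and the counts of Y peaks away from promoters were made afterwards. Peaks on chromosome Y lay outside the comparisons and numbered more than the 3 that a count of 0 allows in 2 lists, with 16 in chondrocyte H3K27ac replicate 1 and 12 in chondrocyte H3K4me2. The other H3K27ac lists had 2 or 3. If male cells were in the sample, peaks would sit on promoters of Y genes. In replicate 1, 5 of the 16 did, at Ddx3y, Eif2s3y, Kdm5d and Uty, and the H3K4me2 list marked the same 4 genes with 5 of its 12 peaks. All 3 Y peaks of WT and of the deletion list sat at Ddx3y, Eif2s3y and Uty. These peaks are consistent with male cells in each of these libraries. The remaining 11 peaks of replicate 1 and 7 peaks of H3K4me2 lay away from these promoters and are not covered by that reading. Within the last 1 Mb before the most distal Y peak fell 10 of the 11 and 6 of the 7. Only 2 of the 11 overlapped an H3K4me2 peak. No biological explanation was tested for them.

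Peaks on unplaced sequences, which the chromosomes of the build leave out, numbered 20 in WT and 14 in E160Δ/Δ E308Δ/Δ chondrocytes, and the other 4 lists had none. A difference between genotypes would put peaks on different intervals. All 14 of the deletion peaks overlapped a WT peak, so these data argue against a gain on unplaced sequence in the deletion. The 6 WT peaks left over have no partner, like many WT peaks elsewhere. Whether the other lists were mapped to such sequences at all was not tested.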

How the results depend on the processing

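The highest-scoring 10% of WT peaks, the promoter windows, the positions taken as they stand and all settings of the promoter comparison with fibroblasts were chosen after seeing the data. Alternatives were run for the shares without a partner between chondrocytes and fibroblasts and between WT and the deletion, the share with H3K4me2, the doubly marked peaks, the promoters shared by the replicates, the chondrocyte promoters unmarked in fibroblasts, the shares upstream of Sox9 and the peaks at E160 and E308. The split into promoter and distal peaks, the fibroblast promoters unmarked in chondrocytes, other pairs of lists, the width and score classes, the random windows and the loss expected from the score were not run under an alternative. Where a setting was run and its value is not given here, the share stayed within its 95% interval, the count within 1.5 times, or the mean of the replicates within 1 SD. The fibroblast peak at E308 was the only enhancer peak to leave a list under a stricter score. The cause of each change was not tested, except where fewer peaks entered by construction.

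Under 50% reciprocal overlap, the share without a partner rose to 67.4% for chondrocyte against fibroblast peaks, 57.1% for fibroblast against chondrocyte peaks, 53.0% for WT against deletion peaks and 37.7% for deletion against WT peaks. The share of H3K27ac peaks with H3K4me2 fell to 42.5%. With the higher-scoring 50% of each list, these shares were 43.7%, 29.2%, 29.7%, 0.373% and 79.9% in the same order. That setting also gave 4031 chondrocyte-specific doubly marked peaks, 71.8% of promoters shared by the replicates, 14.0% of chondrocyte promoters unmarked in fibroblasts and a loss of 100% of WT peaks upstream of Sox9, where 4 peaks were left. No deletion peak upstream of Sox9 was left in that setting, so it gave no value.

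With equal numbers of peaks, the shares without a partner were 40.3% for chondrocyte against fibroblast, 43.3% for fibroblast against chondrocyte, 20.4% for WT against deletion and 4.61% for deletion against WT peaks. H3K4me2 was then found at 56.9% of H3K27ac peaks, the doubly marked peaks numbered 2586, and the replicates shared 78.0% of promoters. Merging peaks under 1 kb apart gave 91.1% of H3K27ac peaks with H3K4me2, 28.1% of WT peaks without a deletion peak and 0.913% of deletion peaks without a WT peak.

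With the WT library as the chondrocyte list, 56.4% of chondrocyte peaks had no fibroblast peak, 26.2% of fibroblast peaks had no chondrocyte peak and 79.4% of chondrocyte peaks had H3K4me2. The share of promoters shared by the replicates was 76.4% with a promoter window of 500 bp, 80.6% with 2000 bp and 6.44% of replicate 1 peaks with positions taken as they stand. None of the highest-scoring 10% of WT peaks lacked a deletion peak (0%).

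Leaving out a replicate gave from 6.95% to 8.41% of chondrocyte promoters unmarked in fibroblasts. By coordinate, leaving out replicate 1 and keeping only peaks of both replicates were not run, since replicate 2 is on another build, and leaving out replicate 2 is the value reported. Reciprocal overlap and every sequence name were not run for the replicate promoters, which have no such setting. No paired analysis was possible because no 2 groups share more than 1 replicate number and no test was run. Unknown depth limits each share that moved with the number of peaks taken, including the loss of WT peaks and the overlap with H3K4me2.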

Other observations

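In this part, the tests chosen only after the result was seen were the build of replicate 2, the WT peaks of 5 to 8 kb and of at least 8 kb against narrower ones of like score, the highest-scoring 10% of WT peaks, the share of strong distal peaks without a WT peak, the rank of the fibroblast peak at E160 and the promoter values of pairs of lists.

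Replicate 2 shared few positions with replicate 1 when they were compared directly, with 6.44% of replicate 1 peaks overlapping it. With GRCm38 positions it covered 43.1% of promoters, close to replicate 1, and with mm9 positions 6.24%. The mismatch is consistent with coordinates of GRCm38.

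Broad domains were poorly recovered in the score-only lists, and the Sox9 promoter in chondrocyte replicate 1 was among the missing ones. Of the 80 WT peaks of at least 8 kb, 68 were in the top 10% by score. Replicate 1 missed 35% of the 80 (95% CI, 24.7–46.5) against 2.43% of WT peaks 2 to 5 kb wide from the same score classes. H3K4me2 missed 47.5% against 3.73%, and fibroblasts 38.8% against 3.98%. By score alone, replicate 1 missed 1.86% of the highest-scoring 10% of WT peaks and 74.1% of the lowest 10%. Low depth of these libraries would spare the strongest domains, and the values for the widest peaks argue against it as the cause of their loss. The deletion list missed 0 of the 80. A local background taken from the domain itself by an older caller cannot be told apart from other differences between these libraries and the WT pair. Cover by width only restates the pattern, and each library was called in 1 format. That cover was 28.8% for replicate 1 at WT peaks under 500 bp, 70.5% at 2 to 5 kb and 28.8% again at 8 kb and more, where H3K4me2 covered 21.3%. The widest peaks of the score-only lists were 8512, 8382 and 8239 bp, against 46443, 29892 and 20786 bp in the narrowPeak lists. The WT peaks at the Sox9 and Col1a1 promoters, with no peak in replicate 1 and in fibroblasts respectively, spanned 8247 and 19419 bp and belong to the widest class. The WT peak at Col2a1, a promoter without a peak in any score-only list, spanned 7110 bp. Of the class from 5 to 8 kb, replicate 1 missed 7.29% (4.57–10.9) against 4.30% of peaks 2 to 5 kb wide from the same score classes, H3K4me2 19.4% (15.0–24.5) against 4.48%, and fibroblasts 14.6% (10.7–19.2) against 8.95%. The losses in that class were smaller than in the widest, and most peaks of the class were recovered in part, so its width alone leaves the case of Col2a1 open. For H3K4me2, a lower mark inside broad domains stays open, as does a difference of cell type for fibroblasts.

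The highest-scoring peak in replicate 1, replicate 2, H3K4me2 and fibroblasts lay on chromosome 2, near 98.5 Mb in mm9 and 98.7 Mb in GRCm38, where WT and the deletion list had no peak within the same 1 Mb. Within 100 kb of the assembled chromosome starts, which border the centromeres, these 4 lists had 24, 28, 25 and 20 peaks, against 10 in WT and 8 in the deletion list. The highest-scoring chondrocyte peak without a fibroblast peak, near Gm11168, was one of them. These counts are consistent with calling without an input control in those lists, although a difference in filtering was not tested. No biological explanation was tested.

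Loss of WT peaks in the deletion list followed the score, with 0 of 3337 lost in the highest-scoring 10% (0%), which is consistent with fewer weak peaks called in the deletion library. The loss of E160 and E308 stands apart from this, since 0 of 533 and 0 of 502 peaks of like score were lost. Upstream of Sox9, 12 of the 19 other WT peaks were lost, and the score alone gave 13.8 (11 to 17). Weak peaks of the window are thus enough to account for the excess over random windows once the deleted enhancers are set aside. No wider loss of H3K27ac in the gene desert was detectable in these lists, with 1 library per genotype.

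Gains in the deletion were set against random windows and not against the score. Of the 8 deletion peaks upstream of Sox9, only the one 483 kb upstream had no WT peak, and chondrocyte replicate 1 had a peak there. That is 12.5%, against 1.12% in the genome, and 5.43% of random windows with 6 to 10 deletion peaks had a share as high. Of the regions at −943, −820, −338, −171 and −43 kb, the deletion list had a peak within 5 kb of the first only, at −946 kb, where WT had one as well. ATAC-Seq, a map of open chromatin, was used at least in part to place these regions and was not analysed here, so an absent H3K27ac peak does not bear on open chromatin there. Peak presence cannot show whether a signal below the calling threshold rose.

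Fibroblast peaks at E160 and E308 were weaker by rank than the chondrocyte ones but present. At E160 the rank was close to that in replicate 2, with the top 46.3% in fibroblasts against 42.6%. Chondrocytes in the fibroblast culture would bring other strong chondrocyte peaks with them. Of 1095 distal replicate 1 peaks with H3K4me2 that scored at least as high as E160, 24.1% (21.6–26.8) had no fibroblast peak, against 3.47% (2.47–4.73) without a WT peak. Of 14 chondrocyte marker genes, 12 had a promoter peak in a chondrocyte replicate and 0 of these in fibroblasts, although only 2 of them scored as high as E160 in replicate 1. The other strong distal peaks had a fibroblast peak, which contamination would also give. Most of the markers scored below E160, so a small admixture could leave them without a fibroblast peak. The 24.1% argue only against an admixture that carried every peak as strong as E160, and contamination was not excluded. Calling at the threshold of the list does not account for E160, which was in the top 46.3%, while E308 was in the top 66.7%. A low level of H3K27ac at these enhancers in fibroblasts may remain as a hypothesis, and it was not tested in a second fibroblast library.

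At promoters, chondrocyte replicate 1 shared 78.9% of marked genes with replicate 2, 81.4% with fibroblasts and 84.4% with WT chondrocytes. WT chondrocytes shared 80.4% with replicate 2 and 87.0% (86.3–87.7) with fibroblasts, more than with either chondrocyte replicate, and the deletion list shared 86.6% with fibroblasts. WT and the deletion list shared 94.2%, the highest value of any pair of lists. By this measure, shared promoters did not order these lists by cell type. It counts promoters marked in either list, so it also depends on the lengths of the lists. As a share of each list's own promoters, 97.5% of replicate 1, 96.3% of replicate 2 and 95.5% of fibroblast promoters were marked in WT chondrocytes. Among the same lists, fibroblasts were also lowest against the deletion list, so both orders followed cell type. Against replicate 1 this did not hold, with 86.6% of fibroblast and 86.3% of WT promoters marked there. The peak at the TSS of Fam58b that ranked next after E160 and E308 among WT peaks without a deletion peak was present in replicate 1, H3K4me2 and fibroblasts.

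The share of peaks within 1 kb of a TSS here was between 15.7% and 40.6%. That is higher than the value quoted from the study above. The share of peaks between 50 and 500 kb from a TSS here was between 22.9% and 37.7%. That is lower than the value quoted from the study above. The study drew on ATAC-Seq as well as ChIP-Seq and used other annotation tools. Its promoter value was given for signals, whereas peak midpoints were counted here. Neither comparison is therefore like for like.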
